# Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium *Deinococcus gobiensis*: Insights into the Extreme Environmental Adaptations

**DOI:** 10.1371/journal.pone.0034458

**Published:** 2012-03-28

**Authors:** Menglong Yuan, Ming Chen, Wei Zhang, Wei Lu, Jin Wang, Mingkun Yang, Peng Zhao, Ran Tang, Xinna Li, Yanhua Hao, Zhengfu Zhou, Yuhua Zhan, Haiying Yu, Chao Teng, Yongliang Yan, Shuzhen Ping, Yingdian Wang, Min Lin

## Abstract

The desert is an excellent model for studying evolution under extreme environments. We present here the complete genome and ultraviolet (UV) radiation-induced transcriptome of *Deinococcus gobiensis* I-0, which was isolated from the cold Gobi desert and shows higher tolerance to gamma radiation and UV light than all other known microorganisms. Nearly half of the genes in the genome encode proteins of unknown function, suggesting that the extreme resistance phenotype may be attributed to unknown genes and pathways. *D. gobiensis* also contains a surprisingly large number of horizontally acquired genes and predicted mobile elements of different classes, which is indicative of adaptation to extreme environments through genomic plasticity. High-resolution RNA-Seq transcriptome analyses indicated that 30 regulatory proteins, including several well-known regulators and uncharacterized protein kinases, and 13 noncoding RNAs were induced immediately after UV irradiation. Particularly interesting is the UV irradiation induction of the *phrB* and *recB* genes involved in photoreactivation and recombinational repair, respectively. These proteins likely include key players in the immediate global transcriptional response to UV irradiation. Our results help to explain the exceptional ability of *D. gobiensis* to withstand environmental extremes of the Gobi desert, and highlight the metabolic features of this organism that have biotechnological potential.

## Introduction

The order Deinococcales contains 50 species of extremely ionizing radiation (IR) and UV tolerant bacteria (http://www.bacterio.cict.fr/) [1]. *D. radiodurans* R1, isolated from canned meat that had spoiled following exposure to X-rays, was sequenced first [2]. *D. radiodurans* has 200-fold greater resistance to ionizing radiation and 20-fold greater resistance to UV radiation than *Escherichia coli* [3], but it encodes approximately the same number and types of DNA repair proteins as *E. coli*, and no unique DNA repair system was found [3], [4]. Recently, the genome sequences of the slightly thermophilic *D. geothermalis* DSM11300, isolated from a hot spring, *D. deserti* VCD115, isolated from the Sahara desert, *Truepera radiovictrix* RQ-24, isolated from hot spring runoff on the Island of Sao Miguel, and *D. maricopensis* LB-34, isolated from the Sonoran Desert soil, were published [5]–[8]. Besides, the sequence of the complete genome of *D. proteolyticus* MRP is available under GenBank accession number CP002536. Investigation of the biology and biochemistry of *Deinococcus spp*. has benefited from the availability of genomic information and the development of genetic tools, but the extreme resistance phenotype of *Deinococcus spp*. is still not fully understood [9]. Comparative genomics combined with microarray and proteomic analysis suggest that the extreme resistance phenotype results from a combination of different molecular mechanisms [5], [6], [10]–[12].

About 10% of the Earth's terrestrial surface is covered by desert. The Gobi desert of northwestern China is a cold, arid biotope with cycles of extreme temperatures, prolonged dryness, and intense solar radiation [13]. Despite the extreme challenges of the desert, diverse microorganisms have adapted and colonized this harsh environment. Thus, the desert biosphere is an excellent venue for studying evolution under extreme conditions, and it provides a useful gene pool for genetic engineering. One of the major stresses for bacteria inhabiting the surface sands of the desert is intense solar UV radiation-induced damage. In general, the capacity of prokaryotes to withstand significant UV radiation requires a wide array of physiological responses, including transcriptional regulation and cellular repair of irradiation-induced damage [11], [14], [15]. Several studies have focused on cellular recovery following exposure to UV irradiation and have shown that induction and repression of UV radiation-responsive genes occurs in a time-dependent manner [16]–[18]. Currently, very little is known about the immediate transcriptome response to UV irradiation.

We recently characterized a new bacterial species, *Deinococcus gobiensis* I-0, that was isolated from the upper sand layers of the cold Gobi desert of the Xinjiang region in China [19]. This strain shows higher tolerance for gamma radiation and UV light than all other known *Deinococcus* strains [19]. To obtain a comprehensive understanding of the molecular mechanisms underlying the resistance phenotype of *Deinococcus*, the genome of *D. gobiensis* was sequenced and compared to those of the three most closely related sequenced bacterial strains, *D. radiodurans* R1, *D. geothermalis* DSM11300, and *D. deserti* VCD115, which were isolated from canned meat, a hot spring, and the hot Sahara desert, respectively [3]–[6]. This study also provides the first transcriptome analysis investigating the UV resistance of *Deinococcus*. In particular, we identified a subset of poorly characterized UV irradiation-induced genes that may provide clues to the adaptation of *Deinococcus* to extreme environments.

## Results

### Genome features

The genome of *D. gobiensis* I-0 is composed of seven replicons: a 3.1 Mb main chromosome and six plasmids from 433 to 53 kb (Figure 1 and Table 1, GenBank accession numbers CP002191–CP002197 for the main Chromosome and Plasmids P1–P6, respectively). The chromosome and the 433 kb plasmid P1 have an average GC content of 71%, higher than that of the six other sequenced Deinococcales species (Table S1), and similar to that of the extreme thermophile *Thermus thermophilus* [20]. The genome of *D. gobiensis* contains 4,340 predicted coding sequences (CDSs), 46 tRNA genes, and 15 rRNA genes, and is larger than those of the six other published Deinococcales species (Table S1).

**Figure 1:**
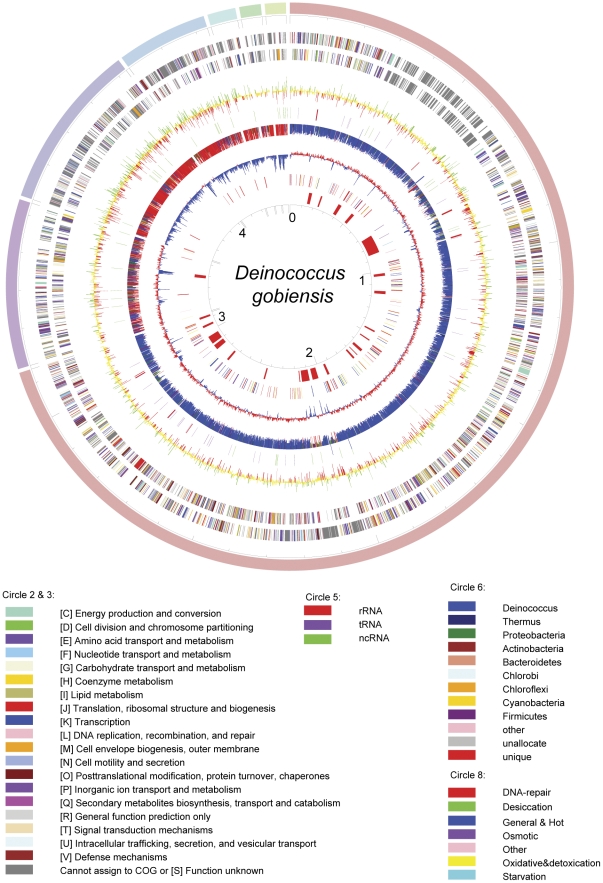
*D. gobiensis* I-0 genome structure. The seven replicons were opened at sequence position 1 and concatenated. Circle 1, red, chromosome (3.1 Mb); violet, plasmid 1 (P1, 433 kb); indigo, P2 (425 kb); blue, P3 (232 kb); light blue, P4 (72 kb); dark green, P5 (55 kb); light green, P6 (53 kb). Circles 2 and 3, predicted protein coding sequences (CDSs) clockwise and anticlockwise, respectively. Coloring is according to COG. Circle 4, Fold change in the immediate global transcriptional response to UV irradiation for each gene: green, upgulated; red, down-regulated; yellow, not changed significantly. Circle 5, red, rRNA; purple, tRNA; green, ncRNAs (noncoding). Circle 6, blue, genes with homologues in other *Deinococcus* genomes; red, genes found only in *D. gobiensis* I-0; other colors, genes with closest homologues in other phyla. Circle 7, deviation from the average 69.15% total genomic GC content: red, higher; blue, lower. Circle 8, previously reported genes that are involved in DNA repair and stress-responses. Circle 9, location of the 23 genomic islands. Circle 10, Mb scale.

**Table 1:** General features of the *D. gobiensis* genome.

Molecule	Chromosome	Plasmids						All
		P1	P2	P3	P4	P5	P6	
Size(bp)	3,137,147	432,699	424,524	231,600	72,036	54,602	53,428	4,406,036
GC content (%)	70.8	69.81	63.89	62.97	60.44	61.87	54.72	69.15
Coding density (%)	84.8	86	83.8	83.7	80.2	74.9	74.1	85.4
Protein-coding genes	2959	383	523	282	70	79	44	4340
(Average length, nt)	(899)	(971)	(679)	(687)	(825)	(511)	(900)	(863)
Pseudo genes	19	0	0	0	0	0	0	19
tRNAs	46	-	-	-	-	-	-	46
5 S rRNA	5	-	-	-	-	-	-	5
16 S rRNA	5	-	-	-	-	-	-	5
23 S rRNA	5	-	-	-	-	-	-	5
ncRNA	19	7	7	5	1	0	6	46

Phylogenetic analyses using only the orthologous proteins that occur in 14 sequenced strains from the phylum Deinococcus-Thermus showed that *Deinococcus* strains belong to the same branch (Figure S1). Further phylogenetic analyses showed that *D. gobiensis*, *D. radiodurans*, *D. geothermalis* and *D. deserti* belong to the same deeper branch and *D. gobiensis* was more closely related to *D. radiodurans* than to *D. deserti* and *D. geothermalis* (Figure 2). Pairwise comparisons of the *Deinococcus* genomes revealed limited synteny (Figure S2). The most striking feature was the cross patterns that indicate frequent symmetrical exchanges of genes, possibly by recombination between the bidirectional replication forks [21], [22]. There were no long stretches of synteny, indicating that the *Deinococcus* genomes exhibit remarkable plasticity involving gene rearrangements, acquisition, and loss (Figure S2). A 354-kb stretch of the main chromosome that is populated by 316 genes lacks a single functional COG prediction (Figure 1, circles 2 and 3; grey DGo_CA0296–DGo_CA0612, 306 kb–660 kb). BLAST searches revealed that 262 (83%) of the 316 genes have counterparts in other *Deinococcus* species, although they were dispersed throughout the genomes. We suggest the name “Grey Heaven of *D. gobiensis*” for this intriguing gene cluster which appears to underpin the unprecedented resistance of deinococci.

**Figure 2:**
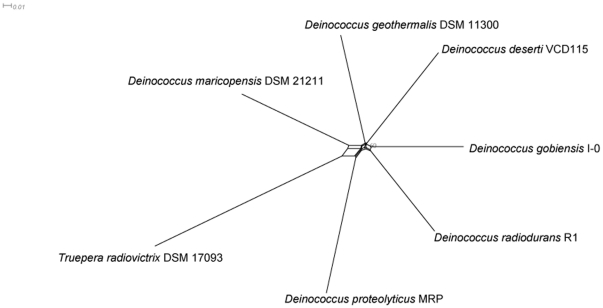
Unrooted Deinococcales neighbor-joining phylogenetic tree deduced from the nucleotide acid sequences of the orthologous proteins that occur in all 14 sequenced strains from the phylum Deinococcus-Thermus. *D. gobiensis* and *D. radiodurans* are most closely related. Numbers indicate bootstrap values below 100.

Of the 4,340 CDSs, 55% (2,376/4,340) were classified by Clusters of Orthologous Groups (COGs), a lower percentage than for the other deinococci (75% in *D. radiodurans*, 85% in *D. deserti* and 79% in *D. geothermalis*). 1,534 (35%) of the *D. gobiensis* CDSs were hypothetical proteins, and 834 (19%) were orphans without precedent. To identify the functional gene categories that characterize the cold desert adaptation in deinococci, we compared the genomes of *D. gobiensis* and other three related *Deinococcus* species (Figure 3). *D. gobiensis* and *D. deserti* are similar in each COG category. Notably, the two desert species have more genes than the other two published species in most categories, especially in energy production and conversion, carbohydrate transport and metabolism, transcription, cell wall/membrane/envelope biogenesis, inorganic ion transport and metabolism, signal transduction mechanisms. *D. gobiensis* also has more genes for replication, recombination and repair, cell motility, intracellular trafficking, secretion, and vesicular transport, and defense mechanisms, but fewer genes for translation and nucleotide metabolism genes. This COG characteristic is similar to functional gene categories that are associated with cold adaptation of the psychrophilic *Methanococcoides burtonii* [23].

**Figure 3:**
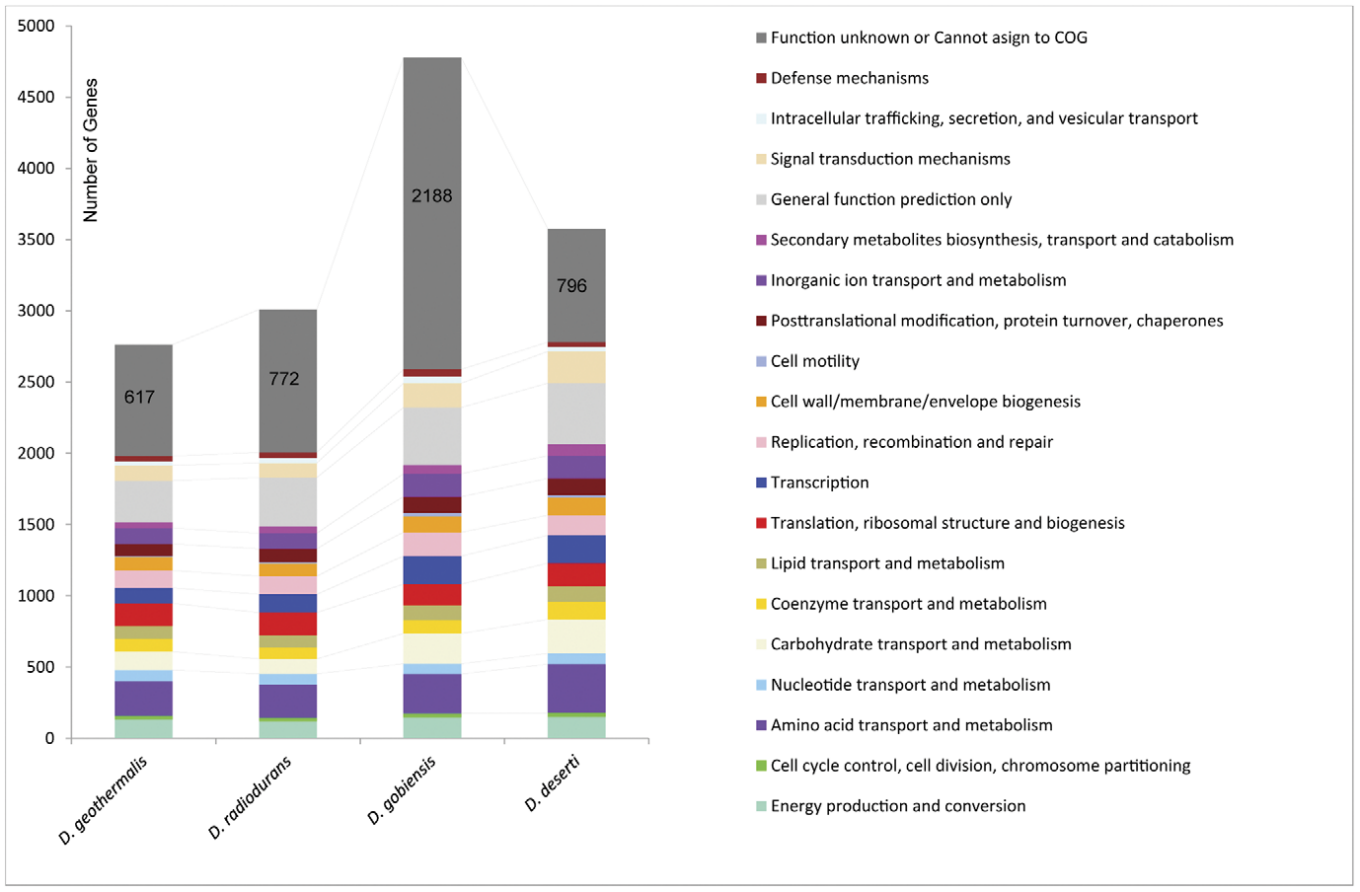
COG functional categories in the four *Deinococcus* species. Standard colors were used to indicate the COG functional categories. The numbers of unassigned and function unknown genes are indicated in the grey areas.

### Transcriptome profiling

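RNA of *D. gobiensis* I-0, a UV-resistant desert bacterium, was compared between 1 suspension of late-log cells exposed to UV light and 1 suspension kept without irradiation. The UV dose was 200 µW cm-2 at 254 nm for 5 min, and RNA was taken immediately afterwards. Ribosomal RNA was depleted, the remaining RNA was fragmented and primed with random hexamers, and the libraries were sequenced as paired-end reads of 101 bases. The authors trimmed read ends with a quality under 5, kept reads over 20 bp, aligned them to the genome with BWA, left out reads in rRNA regions and expressed each gene in FPKM, a read abundance scaled by gene length and library depth. They deposited a table with a signed fold of UV over control, and this fold is the measurement used here. The table lists 4340 CDSs and 45 ncRNAs on the chromosome and plasmids P1 to P6. Of these 4385 genes, 4357 have a numeric fold other than -1, and gene names and products were taken from the paper's tables. A gene was called higher or lower at a fold of at least 2 in either direction. The median log2 fold of all genes was -0.20, 5% of the genes lay below -1.79 and 5% above 1.41, and 74.0% lay within 2-fold of the control. Dividing by the median ratio therefore adds 0.20 to every log2 fold. With 1 library per condition there is no replicate check of any value below, and the depth behind a fold is unknown. The islands of Table S6 and 33 gene lists, from the paper's text and from Tables 2, S2, S4, S5 and S7, were fixed before the data were examined, when the folds printed in the paper's tables had been seen. The other 3 lists, of all DNA repair and radiation tolerance genes, all stress response genes and the *ddr* genes, were made later from members of these. To describe a list, its median log2 fold was placed among those of 10000 random lists of as many CDSs. Random priming does not mark the strand, so overlapping and antisense genes cannot be told apart, and near-identical copies such as transposases may share reads.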

The transcriptome was analyzed using high throughput cDNA sequencing (RNA-Seq), that uses deep sequencing to assess the transcriptional activity of annotated genes, reveal previously unannotated genes and identify non-coding RNAs (ncRNAs) [24], [25]. We found that 4,325 of the 4,340 CDSs and 45 non-coding RNAs were detected under normal growth conditions (The RNA-Seq raw data of are available from the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE29088). 

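A comparison between UV and control was entered for 4325 of the 4340 CDSs and for each of the 45 ncRNAs. The 15 CDSs with no entry comprised 6 on the chromosome, 3 on plasmid P1, 4 on P2 and 2 on P3. For 3 genes, the hypothetical proteins DGo_CA1805 and DGo_PB0291 and the ncRNA DGo_PFnc06, the entry was above 100 with no number. For 10 genes the entry was exactly -1, and Table S4 lists these genes as lower by over 100-fold. They include *nth* (DGo_CA2661), for a putative endonuclease III of base excision repair, and the ncRNAs DGo_CAnc10 and DGo_PBnc01. These entries carry no fold and were left out of every median, and the levels in the control library were not analysed here.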

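The direction after UV was the same by RNA-Seq and by the paper's quantitative RT-PCR for each of 8 genes, and also after division by the median ratio. The repressor genes *trpR* and *deoR* were 2.75- and 2.55-fold higher by the paper's RT-PCR. The nuclease gene *recB* (DGo_PC0098) was 2.58-fold, the photolyase gene *phrB* 2.34-fold, the polymerase gene *polB* 2.06-fold and *ddrA* 1.89-fold higher by the paper's RT-PCR. The Holliday junction resolvase gene *ruvC* was 1.92-fold lower and the helicase gene *recD* (DGo_CA1825) 1.59-fold lower in the authors' deposited table, against 2.26- and 2.01-fold lower by the paper's RT-PCR. The median distance between both measures was 0.26 on the log2 scale, from 0.04 for *ddrA* to 0.43 for *phrB*. At least 2-fold differences were found for 4 of the 8 genes by RNA-Seq and for 7 by RT-PCR. The paper selected the 8 genes, which are not independent evidence.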

The accuracy of the RNA-seq data was verified by quantitative real-time RT-PCR analysis (using 16 S rRNA as a control) of eight selected genes qRT-PCR (Table S2). In total, 638 plausible transcriptional start sites (TSS) were identified on the chromosome, and 362 on the six plasmids (Table S3). Furthermore, cDNAs for almost all of the CDSs of unknown function (2,029/2,041) were detected.

Bacteria generally have a global transcriptional response after UV irradiation that initiates subsequent recovery from the radiation damage. Immediately following UV irradiation, a total of 390 genes (9% of the genome) were induced, and 754 genes (17%) were repressed (Table S4). 

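After UV, 390 of 4385 genes (8.89%) were at least 2-fold higher and 744 (17.0%) were at least 2-fold lower. Among the 10 CDSs with the largest numeric falls were a signal peptidase I gene (DGo_CA1925), 45.1-fold lower, a transposase gene (DGo_PB0370), 32.5-fold lower, and *degV* (DGo_CA1593), for a DegV family protein, 19.2-fold lower in the authors' deposited table. Each of the 10 CDSs with the largest numeric increases encoded a hypothetical protein. Changes were more frequent on plasmids P2 and P3, where 38.8% and 37.6% of the CDSs were at least 2-fold changed, than on the chromosome with 21.9% and P1 with 25.3%. The shares were 31.4% on P4, 15.2% on P5 and 29.5% on P6. Transposases with a change went both ways, 8 higher and 13 lower. At a threshold of 3-fold, 168 genes were higher and 301 lower. Lower genes made up 65.6% of those changed, and 50.4% (539 lower and 531 higher) after division by the median ratio.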

Approximately 8% of all *D. gobiensis* genes were predicted to be involved in regulation, which is the same as for *D. radiodurans* and also for *E. coli*. The regulators include six sigma factors (*rpoD*, *sigE*, *sigK*, *sig3*, *sig4* and *sig5*), 54 sensor kinases and 129 transcriptional regulators. 

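By product name, 17 transcriptional regulators were at least 2-fold higher after UV and 32 lower, and 1 sensor kinase was higher and 7 were lower. This search missed genes with other product names. Examples are *phoR*, given as a sensor protein and 2.73-fold higher, and *kdpD*, 3.05-fold lower in the authors' deposited table. The counts are therefore not totals of the paper's regulators. In the authors' deposited table the largest falls among these transcriptional regulators were 51.3-fold for *arsR* (DGo_PB0054), of the family of metal-sensing repressors, 11.4-fold for a MarR family gene (DGo_CA1778), 6.98-fold for an AraC family gene (DGo_CA1244) and 4.59-fold for a winged-helix response regulator (DGo_CA0740). Of the sensor kinases, DGo_PA0118 was 3.87-fold lower and DGo_PB0495 3.79-fold higher in the authors' deposited table. The principal sigma factor gene *rpoD* was 1.02-fold higher, while *sigK* was 2.28-fold lower and the peroxide regulator gene *oxyR* (DGo_CA0539) 2.17-fold lower in the authors' deposited table. The other *oxyR* loci did not pass 2-fold, with DGo_CA0172 at 1.00-fold and DGo_CA1575 at 1.55-fold lower in the authors' deposited table. After division by the median ratio, 23 of the 32 regulators and 3 of the 7 kinases were still at least 2-fold lower, while *sigK* and DGo_CA0539 were not. Product names were searched in Table S4, so genes that pass 2-fold upward only after this division were not counted, and *sigK* and DGo_CA0539, for genes named in the paper's text, were taken from Table S4 after its folds had been seen.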

Among those, 30 were induced, and 60 were repressed. In bacteria, noncoding RNAs often coordinate the adaptation to environmental changes, integrate environmental signals, and control target-gene expression [26]. 

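The ncRNAs were at least 2-fold changed more often than the CDSs. Of 45 ncRNAs, 13 (28.9%) were higher after UV, 20 (44.4%) were lower and 12 were neither, against 8.69% higher and 16.7% lower among the CDSs. The paper found the ncRNAs by read depth in intergenic regions, whereas its CDSs were predicted from the sequence. This difference in selection can affect these shares, and its effect was not tested. DGo_CAnc05 was 150.2-fold, DGo_CAnc12 57.3-fold and DGo_CAnc03 20.1-fold higher in the authors' deposited table. DGo_CAnc16 was 109.5-fold, DGo_PFnc04 45.9-fold and DGo_PBnc02 32.6-fold lower in the authors' deposited table. The median log2 fold of the ncRNAs was -0.99. With the entries of -1 counted as lower, a setting chosen after seeing the data, 22 ncRNAs were lower.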

We observed that 13 ncRNAs were upregulated, and 22 were downregulated. Moreover, a total of 61 predicted proteins were constitutively expressed at high levels (≥1*%* of total mRNA) before and after UV irradiation, including a heat shock protein (IbpA), a phage shock protein (PspA), cold shock proteins (PprM1 and PprM2), DNA damage response proteins (DdrE and DdrO), chaperones (DnaK, DnaJ, GrpE and GroEL) and CDSs of unknown function, some of which may be responsible for cold desert adaptation.

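Of 12 loci that encode the heat, cold and phage shock proteins, chaperones, DdrE and DdrO, 1 was at least 2-fold higher after UV and none was lower. This was the *ibpA* homolog DGo_CA1726, for a small heat shock protein, at 2.08-fold in the authors' deposited table, and the other homolog DGo_CA2067 was 1.32-fold higher in the authors' deposited table. The chaperone genes *dnaK* and *groL* were 1.03- and 1.15-fold higher and *grpE* was 1.20-fold lower in the authors' deposited table. The *dnaJ* loci differed in direction, with DGo_CA0461 at 1.37-fold higher and DGo_CA1008 at 1.89-fold lower in the authors' deposited table. The phage shock gene *pspA* was 1.01-fold lower and the cold shock gene *pprM1* (DGo_CA1136) 1.58-fold higher in the authors' deposited table. The proteins were selected by the paper on these libraries, so their count is not independent evidence, and their share of the mRNA was not analysed here.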

### *Deinococcus*-specific genes and horizontal gene transfer

The six sequenced *Deinococcus* strains share 1,474 genes. Among them, 39 genes of unknown function had no close orthologs in other species that don't belong to Deinococcales (Table S5). Furthermore, 10 previously predicted DNA damage-responsive genes (*ddr*) induced in response to IR and desiccation in *D. radiodurans* [14] were also found in *D. gobiensis*. 

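Most of the Deinococcales-specific genes were within 2-fold of the control after UV. The 36 of the 39 genes of Table S5 held here, with 37 loci, comprised 4 higher, 5 lower and 28 loci with a smaller change. DGo_CA1360 was 6.68-fold, the folate synthesis gene *folK* 3.93-fold and DGo_CA0263 2.24-fold higher in the authors' deposited table, and the potassium transporter gene *trkG* was also higher. The 3-methyladenine DNA glycosylase gene *alkA* (DGo_CA2036) was 5.39-fold and *tolQ* 4.95-fold lower in the authors' deposited table. Of the other *alkA* loci, DGo_CA2037 was 1.47-fold higher and DGo_CA2905 1.33-fold lower in the authors' deposited table. DGo_CA2113, DGo_CA0261 and DGo_CA2056 were 2.37-, 2.32- and 2.06-fold lower in the authors' deposited table, the last of them under 2-fold after division by the median ratio. The median log2 fold of the loci was -0.16 (0.04 after that division), at percentile 56.7 of random lists.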

Recently, *ddrB* was identified as a member of a new family of bacterial single-stranded DNA binding proteins which are induced by ionizing radiation [27], [28]. 

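Of 10 *ddr* genes, 3 were at least 2-fold higher after UV and none was at least 2-fold lower. The Crp/Fnr type regulator gene *ddrI* was 3.54-fold, *ddrB*, for a single-stranded DNA binding protein, 2.17-fold and *ddrC* 2.13-fold higher in the authors' deposited table. Below that threshold, *ddrA*, which protects DNA ends, was 1.95-fold, *ddrE* 1.94-fold and *ddrP* 1.90-fold higher in the authors' deposited table. The remaining members *ddrD*, *ddrO* and *ddrH* were 1.35-, 1.14- and 1.12-fold higher and *ddrN* was 1.13-fold lower in the authors' deposited table. Among the *ddr* genes the median log2 fold was 0.94, at percentile 100 of random lists. Of the 10 genes, 6 were at least 2-fold higher after division by the median ratio.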

We observed that the expression of some *ddr* genes was induced significantly by UV, including *ddrA* (a double-strand break repair protein), *ddrB* (a radiation-induced single-stranded DNA binding protein), *ddrC*, *ddrE*, *ddrI* and *ddrP*. Although the precise functions of these genes are not clear, they may contribute to a novel mechanism for adaptation to the extreme desert environment.

Horizontal gene transfer has played a major role in the evolution of bacteria and archaea. The total genome of *D. gobiensis* is about 1 Mb larger than the other *Deinococcus* genomes, probably due to gene acquisition by horizontal gene transfer. *D. gobiensis* contains more DNA sequences that are indicative of mobile elements than the other deinococci, including 77 putative transposases, 17 integrases or recombinases, and 2 prophages. In addition, we found that the *D. gobiensis* plasmid P1 was similar to the *D. deserti* plasmid P2, the *D. geothermalis* plasmid pDSM11300 (DG574) and the *D. radiodurans* chromosome 2, suggesting that these similar sequences may have come from a common ancestor (Figure 1 and Figure S2). The *D. gobiensis* plasmids P2–P6 contain a high proportion of genes that were exclusive to *D. gobiensis* (Figure 1). Furthermore, most of the genes on *D. gobiensis* P3–P6 had no homologs in the NCBI database. This indicated that the *D. gobiensis* plasmids have different evolutionary histories. Furthermore, the *D. gobiensis* genome contained 23 sequences, which were classified as genetic islands (GI) and may have been acquired by horizontal gene transfer (Table S6). For example, genes for tRNAs flank GI 19, while the others contain integrase genes (GI 7–10 and 15). In addition, GIs 9 and 10 resemble prophages, and most of their genes have their closest homologs outside the genus *Deinococcus*.

The closest ortholog of the 2,728 CDSs in the *D. gobiensis* genome was in the phylum Deinococcus-Thermus. However, 1,612 CDSs were indicative of horizontal gene transfer, 691 of which seemed to originate from *Proteobacteria*, *Actinobacteria* and *Firmicutes*. These horizontally acquired genes are mostly involved in sugar transport, signal transduction, transcriptional regulation and transposition. Notably, the two desert species *D. gobiensis* and *D. deserti* contain more insertion sequence (IS) associated orphan genes without *Deinococcus* orthologs than *D. radiodurans*. This difference likely reflects the evolutionary development of the efficient adaptive strategy derived by IS-associated horizontal acquisition of additional genes. Further transcriptome analysis indicated that the expression of more than 35% of the horizontally acquired genes were changed by UV light, strongly suggesting the involvement of these genes in resistance to UV irradiation.

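Of 553 CDSs in the 23 genetic islands, 42 (7.6%) were at least 2-fold higher after UV and 102 (18.4%) lower, against 6.8% and 14.2% of the chromosomal CDSs outside them. Divided by the median ratio, 53 island CDSs were higher and 83 lower, against 245 and 229 of the 2426 outside them. In the largest island, GI22, 30 of 113 CDSs were lower and 9 higher, and its median log2 fold of -0.55 lay at percentile 0.6 of random chromosomal windows of as many neighbouring genes. These windows overlap and can include GI22 itself, and a chromosome of 2959 CDSs holds few separate windows of this size. The percentile is therefore a rank among chromosomal stretches and not a measure of rarity. Among the lower genes of GI22 were an IclR-like regulator gene (DGo_CA0744) at 4.13-fold and the peptide transporter gene *appB* at 3.31-fold in the authors' deposited table. In the prophage-like GI09 and GI10, 15 of 45 and 14 of 63 CDSs were lower, and 2 and 4 were higher, with medians at percentiles 3.3 and 9.0. Over the 23 islands the percentiles ran from 0.6 for GI22 to 95.9 for GI19. Of the 23 islands, 13 had a median below that of all genes. The gene transfer agent portal protein gene DGo_CA1890 of GI09 was 6.12-fold and the small terminase subunit gene DGo_CA1965 of GI10 6.21-fold lower in the authors' deposited table. The islands are those of Table S6, the island genes named were chosen after their values were seen, and the paper's full set of acquired CDSs was not analysed here.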

### Metabolic pathways and transport

As expected, the *D. gobiensis* genome possesses most of the genes for the central metabolic pathways, including glycolysis, the pentose phosphate (PP) pathway, the tricarboxylic acid (TCA) cycle, biosynthesis of amino acids, and *de novo* purine and pyrimidine biosynthesis. This set of predicted pathways is similar to that found in the other *Deinococcus* strains. Transport systems are key components for the communication of bacteria with their environments. For example, *D. gobiensis* has approximately 300 genes coding for transporters. We found that the *rbs* genes encoding ribose ABC transporters are present in two desert species but absent from *D. radiodurans* and *D. geothermalis*. In addition to having more Mn ABC transporter proteins that are similar to those found in *D. deserti*, *D. gobiensis* is also rich in ABC transporters for oligopeptides, amino acids and sugars relative to *D. radiodurans* and *D. geothermalis*. Eighteen of the 80 amino acid or peptide transporter proteins and 16 of the 54 proteins for sugar transport are specific to *D. gobiensis*.

Significant induction of most of the genes encoding metabolic pathways was not detected immediately after UV irradiation. Specifically, among the 286 transporters, 22, including two for K^+^ (TrkG and KdpC) and PO_4_^3−^ (PstA and PstC), were induced and 45, including two glycerol transporters and three ribose transporters, were repressed. In addition, we observed strong repression of the *zwf* gene (glucose 6-phosphate dehydrogenase), which is the rate-limiting enzyme of the PP pathway required for removal of reactive oxygen species (ROS). 

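Table S4, which holds each gene at least 2-fold changed after UV, has no product named for ATP synthase, the RNA polymerase core, a translation factor or the searched enzymes of the tricarboxylic acid cycle. Of 4 glycogen synthesis genes 0 passed 2-fold, and their median log2 fold was -0.12, at percentile 56.2 of random lists, or 0.07 after division by the median ratio. Of the ribosomal proteins, 2 were higher and 4 lower. *rpsH* was 5.42-fold and the L25 gene (DGo_CA2479) 2.40-fold higher, while *rpsO*, *rpsC*, *rpsQ* and *rpmD* were 2.15- to 2.78-fold lower in the authors' deposited table. Among genes with words for an aminoacyl-tRNA synthetase in their product name, 1 was higher and 3 were lower. This tally rests on words only, since Table S4 gives *hisZ* as an ATP phosphoribosyltransferase and synthetase-like protein. *proS*, which charges tRNA with proline, was 3.90-fold higher, while *ileS*, for isoleucine, was 2.26-fold, the synthetase-like gene *hisZ* 2.71-fold and a threonyl/alanyl synthetase gene (DGo_CA1775) 2.497-fold lower in the authors' deposited table. Both *rpmD* and *ileS* lay under 2-fold after division by the median ratio.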

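By product name, 24 transporter genes were at least 2-fold higher after UV and 44 were lower. Among those for ions, the phosphate permease gene *pstA* was 4.05-fold, *trkG* 3.54-fold and *kdpC* 2.14-fold higher in the authors' deposited table, while *kdpD*, adjacent to *kdpC* and listed in Table S7 as a potassium sensor kinase, was 3.05-fold lower. The ribose transporter loci of Table S4 were lower, *rbsC* (DGo_CA1149) by 10.1-fold, *rbsB2* by 6.81-fold, *rbsA* by 3.15-fold, *rbsC* (DGo_CA0718) by 2.58-fold and the permease gene DGo_PB0090 by 2.03-fold in the authors' deposited table. The glycerol facilitator gene *aqpZ* was 2.29-fold and a glycerol-3-phosphate transporter gene (DGo_CA1230) 2.23-fold lower in the authors' deposited table, and DGo_PB0090 and DGo_CA1230 lay under 2-fold after division by the median ratio, which left 30 of the 44 transporter genes at least 2-fold lower. The largest falls among all transporters were 12.9-fold for a branched-chain amino acid ATPase component (DGo_CA0268) and, after *rbsC*, 7.83-fold for *ccmA* in the authors' deposited table. The named transporters of ions, glycerol and ribose were selected by the paper or chosen after their values were seen, so they are not independent evidence, and *pstC* was not analysed here.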

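The *zwf* gene (DGo_CA0458) was 2.20-fold lower after UV in the authors' deposited table. The gene *pgd* (DGo_CA1777), for 6-phosphogluconate dehydrogenase, which acts later in the same pathway, was 2.02-fold lower in the authors' deposited table; it was chosen after its value was seen. Both genes lay under 2-fold after division by the median ratio, with *zwf* then at -0.94 on the log2 scale.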

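Each of the 10 adjacent genes *nuoE* to *nuoN* (DGo_CA1249 to DGo_CA1258), for subunits of the NADH-quinone oxidoreductase of the respiratory chain, was at least 2-fold lower after UV. The falls ran from 2.08-fold for *nuoE* to 4.09-fold for *nuoJ* and 4.17-fold for *nuoK* in the authors' deposited table, and the median log2 fold was -1.47. This was the longest of 7 runs of 4 or more neighbouring CDSs at least 2-fold changed in the same direction, and each of the 7 runs was lower. After division by the median ratio 3 such runs, all lower, were left, the longest of 6 CDSs at DGo_CA0742 to DGo_CA0747, with 5 in the run of *nuoJ* to *nuoN*. Beside *nuoE*, DGo_CA1248 and DGo_CA1247, which the tables do not name, were 1.58- and 1.28-fold lower in the authors' deposited table, while the next gene, DGo_CA1246, was 1.71-fold higher and DGo_CA1245 1.02-fold lower in the authors' deposited table. Beside *nuoN*, the GGDEF family gene DGo_CA1259 was 2.00-fold higher in the authors' deposited table. The paper selected these genes on these libraries, so their count is not independent evidence. With that division 8 of the 10 were at least 2-fold lower, without *nuoE* and *nuoI*. The paper's statement also covers *nuoA* to *nuoD*, whose loci the tables do not give, so they were not analysed here. Table S4 holds each gene at least 2-fold changed and, by product name, only the same 10 genes for this enzyme. No other gene with such a product name was thus at least 2-fold lower.

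**Figure D1:**
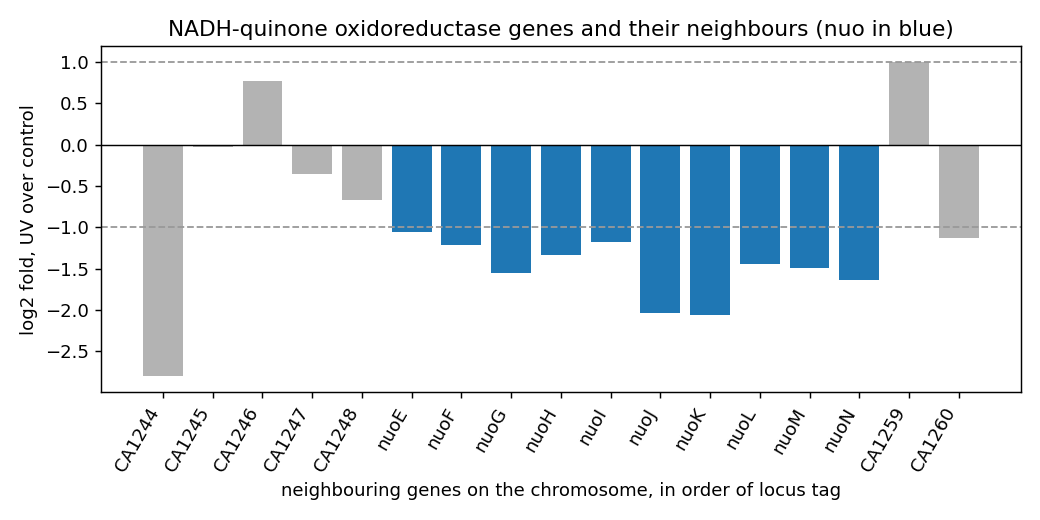
Log2 fold of UV over control, from the authors' deposited table, of neighbouring chromosomal genes from DGo_CA1244 to DGo_CA1260 in order of locus tag, with *nuoE* to *nuoN* in blue and 2-fold marked by dashed lines (1 library per condition). All 10 blue bars lie below the lower dashed line.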

We also found that the two adjacent operons *nuoAB* and *nuoC-N* encoding NADH-quinone oxidoreductase were significantly downregulated, and NADH:quinone oxidoreductase plays a pivotal role in cellular energy production. Also among repressed genes were the *aceB* gene that encodes a malate synthase for the glyoxylic acid shunt, the genes responsible for the synthesis of amino acids (including arginine, ornithine, tryptophan, aspartic acid and lysine), and the genes *fabZ* and *fabG* that encode NADPH-dependent enzymes involved in the synthesis of fatty acids and biotin. This repression can be explained by the induction of *relA*, an inducer of the stringent response involved in ppGpp synthesis. 

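The malate synthase gene *aceB* was 2.28-fold lower after UV in the authors' deposited table. Of the genes of amino acid synthesis, *argC* was 6.67-fold, *trpG* 2.70-fold and the aspartokinase gene *lysC* 2.29-fold lower, whereas *argJ* was 2.29-fold higher in the authors' deposited table. An arginine repressor gene (DGo_CA2428), chosen after its value was seen, was 4.67-fold lower in the authors' deposited table. Of the genes of fatty acid synthesis, *fabZ* was 5.50-fold and *fabG* 2.32-fold lower in the authors' deposited table. The paper names *aceB*, *fabZ* and *fabG*, while *argC*, *argJ*, *trpG* and *lysC* were taken from Table S4, whose folds had been seen, for the amino acids it names. With *zwf*, *nos* and *relA* these are 10 genes, 8 lower and 2 higher, which is not independent evidence. After division by the median ratio, 5 of the 8 were at least 2-fold lower, and *aceB* and *lysC* were not.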

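The *relA* gene (DGo_CA0943), for a RelA/SpoT domain protein, was 2.44-fold higher after UV in the authors' deposited table. Another RelA/SpoT domain gene (DGo_CA2787), chosen after its value was seen, was 2.04-fold lower in the authors' deposited table, and under 2-fold after division by the median ratio. *spoT* (DGo_CA1014), whose product makes and degrades ppGpp, was 1.19-fold higher in the authors' deposited table. The paper proposes that the induction of *relA*, an inducer of the stringent response, can account for the lower expression of these metabolic genes. It also hypothesizes that bacteria living in deserts could have their own means to reduce metabolism.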

We hypothesize that desert-dwelling bacteria could have specialized mechanisms to reduce their metabolism. This metabolic switch may be a general response for coping with solar UV radiation in a desert environment and could be the subject of further experimental work.

### DNA repair and associated systems

The extremely radiation-resistant bacteria must have highly efficient and specialized DNA repair systems [3]–[6]. *D. gobiensis* contains sets of genes encoding proteins for various DNA repair pathways (Table S7 *A*) and, like *D. radiodurans*, *D. gobiensis* has only 15 orthologs of the 31 genes that comprise the LexA-RecA-mediated SOS response to UV in *E. coli* [29]; *D. gobiensis* lacks homologs of the error-prone DNA polymerase V genes *umuC* and *umuD*, which are important for the SOS response in many bacteria [30]. We found, however, many *Deinococcus*-specific genes that are probably involved in DNA repair and extreme resistance. 

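Of 95 genes for DNA repair and radiation tolerance in Table S7, 9 were at least 2-fold higher after UV, 8 were lower and 78 (82.1%) were neither. None of 8 nucleotide excision repair genes passed 2-fold, with *uvrB* and *mfd* at 1.35- and 1.63-fold higher and *uvrC* at 1.72-fold lower in the authors' deposited table. Of the 11 base excision repair genes listed there 1 was lower, of 5 mismatch repair genes 1 was lower, and of 25 recombinational repair genes 3 were higher and 3 lower. Outside these lists, and chosen after its value was seen, the putative endonuclease III gene *nth* (DGo_CA1807) was 3.33-fold lower in the authors' deposited table, and *nth* (DGo_CA2661) has an entry of -1. In the lists, the DNA helicase gene *recG* (DGo_CA0381) was 5.99-fold higher, the largest increase of these genes, while the exonuclease VII subunit gene *xseB* was 5.30-fold and the nuclease gene *sbcC* 2.64-fold lower in the authors' deposited table. Another *recG* locus, DGo_CA1320, was 1.03-fold lower in the authors' deposited table. Of 15 genes for other radiation tolerance 3 were higher and none lower, and their median log2 fold of 0.44 lay at percentile 99.4 of random lists. The 10 *ddr* genes described above are among these 15 and include the 3 higher ones, so this is not a separate result. The median of the 95 genes was -0.09, at percentile 84.2, and it was 0.11 after division by the median ratio, with 17 genes then higher and 7 lower, among them 6 higher of the 15 genes for other radiation tolerance and 1 higher of the 11 for base excision repair.

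**Figure D2:**
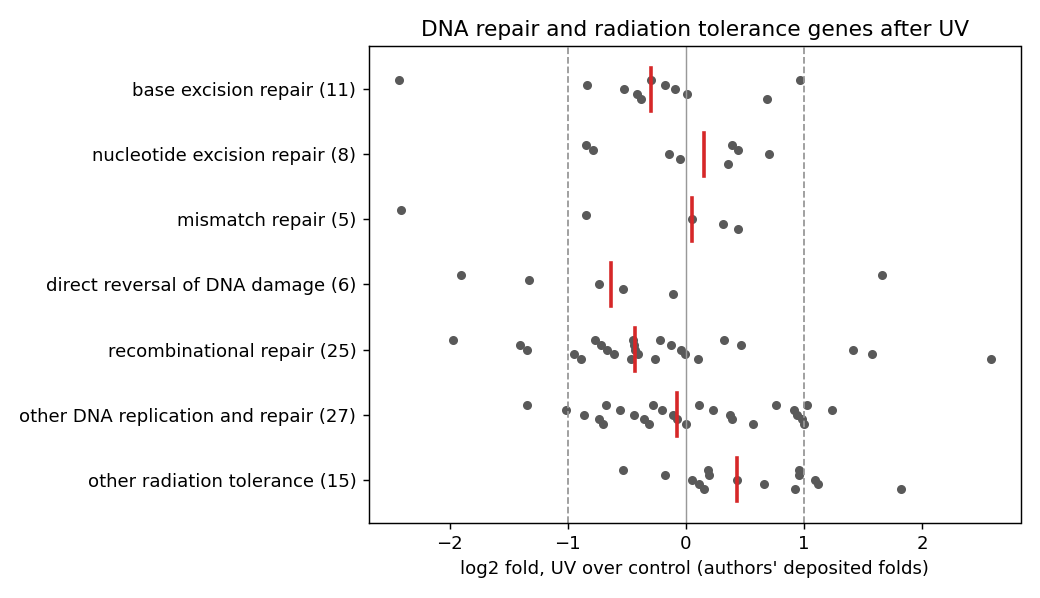
Log2 fold of UV over control, from the authors' deposited table, of the genes in the DNA repair and radiation tolerance lists of Table S7, where each point is 1 gene (1 library per condition), red lines are list medians, dashed lines mark 2-fold and the number of genes is in parentheses. Most points lie between the dashed lines, and the list of other radiation tolerance has its median at 0.44.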

Unexpectedly, most of these genes were not changed in their expression immediately after UV irradiation.

UV radiation generates two major DNA damage products, the cyclobutane pyrimidine dimer and the pyrimidine pyrimidinone dimer. Photoreactivation mediated by photolyase is one of the simplest and oldest repair systems for UV-induced cyclobutane-pyrimidine dimers. The two desert species, *D. gobiensis* and *D. deserti*, contain a homolog (DGo_PA0134 and Deide_3p02150) of the *splB* gene encoding an active spore photoproduct lyase belonging to the radical S-adenosylmethionine superfamily [31], which is absent from both *D. radiodurans* and *D. geothermalis*. Additionally, *D. gobiensis* encodes another photolyase (PhrB, DGo_CA0607) whose closest homolog is from the Archaea. In contrast to photoreactivation, excision repair pathways are much more complex and can be separated into base excision repair (BER) and nucleotide excision repair (NER). The *D. gobiensis* genome contains sets of the excision repair genes, including nine genes for BER and six for NER (Table S7 *A*), which may play in important role in UV-induced DNA repair.

A recombinational repair pathway is also operative in various organisms. As a part of the recombinational DNA repair of UV-lesions, *E. coli* RecA protein has a regulatory role in lesion bypass through coprotease activity which includes stimulation of self-cleavage of the repressor LexA. 

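The repressor gene *lexA* (DGo_PC0001) was 1.92-fold higher and the recombinase gene *recA* (DGo_CA2833) 1.36-fold lower after UV in the authors' deposited table. *recX*, whose product regulates RecA, was 3.91-fold lower in the authors' deposited table. *recN* and *recF* were 1.85- and 1.65-fold lower in the authors' deposited table. The median log2 fold of 25 recombinational repair genes was -0.43, at percentile 10.1 of random lists, and 19 of them lay below the control. Dividing by the median ratio put *lexA* at 1.14 on the log2 scale and so above 2-fold.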

In *D. gobiensis* we observed a two-fold induction of *lexA* by UV irradiation, while *recA* was unchanged. This observation was very different from the response of *E. coli* in which both genes were induced by UV irradiation [16]. RecB is critical for the enzyme activity of the multifunctional exonuclease V (RecBCD) involved in DNA degradation [32]. 

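The *recB* homolog on plasmid P3 (DGo_PC0098) was 2.99-fold higher and that on P2 (DGo_PB0022) 1.38-fold lower after UV in the authors' deposited table. The homologs thus differed by 2.04 on the log2 scale. Of the helicase genes that Table S7 lists as *recD2*, DGo_PB0015 on P2, which Table S4 names *uvrD3*, was 2.53-fold lower and DGo_PC0277 on P3 was 1.36-fold lower in the authors' deposited table.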

*D. gobiensis* contains two plasmid-encoded homologs of *recB* (DGo_PB0022 and DGo_PC0098), and the expression of DGo_PC0098 was three-fold induced by UV irradiation. In a previous study, expressing the *E. coli recB* in *D. radiodurans* increased UV resistance [33]. Because the other *Deinococcus* strains lack *recB*, UV irradiation-induced expression of *recB* may contribute to the extreme UV resistance, and it is worth noticing that *recB* is absent in the other three published *Deinococcus* genomes. The two desert species, *D. gobiensis* and *D. deserti*, have a homolog of *polB* encoding DNA polymerase II (DGo_PC0151 and Deide_1p00180), which is essential for resumption of DNA replication after UV exposure [34] and may also be involved in DNA repair. However, *D. radiodurans* and *D. geothermalis* lack *polB*. Further analysis showed that expression of *polB* increased significantly following UV irradiation, whereas *dnaE* encoding the alpha subunit of DNA polymerase III, which is required for misincorporation and bypass during UV mutagenesis, was slightly repressed.

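The DNA polymerase II gene *polB* (DGo_PC0151) was 1.997-fold higher and *dnaE* (DGo_CA2511) 1.24-fold lower after UV in the authors' deposited table. Of the other polymerase genes, the proofreading subunit gene *dnaQ* was 1.70-fold and the translesion polymerase gene *dinB* 1.17-fold higher, and *dnaX* was 1.63-fold lower in the authors' deposited table. *polA*, for DNA polymerase I, was at 1.00-fold in the authors' deposited table. Of 27 genes for other DNA replication and repair, 2 were at least 2-fold higher and 2 lower, and their median log2 fold was -0.07, at percentile 72.7 of random lists, or 0.12 after division by the median ratio. By that division 6 of the 27 were higher and 1 lower, and *polB* was above 2-fold, at 1.19 on the log2 scale.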

### Reactive oxygen species detoxification

The ability to survive acute or chronic exposure to ionizing and UV irradiation and desiccation can be attributed to prevention, tolerance, and repair mechanisms. Scavenging oxygen radicals is an important component of prevention mechanism because reactive oxygen species (ROS) are key intermediates in the damage to cells caused by ionizing and UV radiation and desiccation. Several such prevention gene products are present in the *D. gobiensis* genome, including five catalases, four superoxide dismutases, and several regulatory genes, for example OxyR of the LysR family of proteins that activates the transcription of genes involved in peroxide metabolism and protection (*katG*, *ahpC*, *ahpF*, and *dps*), redox balance (*grxA*, and *trxC*). Genes involved in carotenoid biogenesis have been shown to confer a modest level of radiation resistance by scavenging electrons from ROSs [35]. *D. gobiensis* produces carotenoids, and the carotenoid biosynthetic pathway is similar to that found in *D. radiodurans* [36]. In addition, we observed that genes for secondary metabolite biosynthesis of carotenoids, vitamin B1, vitamin B12, NAD^+^ and cytochrome P450 were strongly downregulated after UV irradiation.

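Of 6 cytochrome P450 genes, 3 were at least 2-fold lower after UV and none was higher. DGo_CA1830 was 4.09-fold, DGo_PB0312 3.31-fold and DGo_CA1464 2.72-fold lower in the authors' deposited table, and the list's median log2 fold of -1.05 lay at percentile 1.6 of random lists. Of 12 vitamin B12 genes, 3 were lower and none was higher, with DGo_CA2389, for a uroporphyrin-III methyltransferase, at 5.44-fold lower in the authors' deposited table and the median at percentile 11.7. Of 9 carotenoid genes, 2 were lower and none was higher, the phytoene dehydrogenase gene *crtI3* by 6.97-fold and *crt* (DGo_CA0913), which Table S4 gives as an enoyl-CoA hydratase/isomerase, by 3.00-fold in the authors' deposited table, with the median at percentile 34.4. The NAD synthetase gene *nadE* (DGo_CA1741) was 2.67-fold and the thiamine pyrophosphokinase gene *thiN* (DGo_CA0418), which is not in the thiamine list, 2.30-fold lower in the authors' deposited table; both were chosen after their values were seen. Of 11 genes listed for thiamine synthesis, 2 were higher and none was lower, with the median at percentile 88.7. Table S4 gives these 2 as the phenylacetic acid degradation protein PaaD (DGo_CA0131) and as a putative sugar transporter (DGo_CA1832). Of the 12 vitamin B12 genes, 1 was lower after division by the median ratio. The genes *cbiG* (DGo_CA0807), for a precorrin methylase, and *cobW* (DGo_CA0809), for a cobalamin synthesis protein, are not in that list and were chosen after their values were seen. They were 3.48- and 2.68-fold lower in the authors' deposited table, and at least 2-fold lower also after that division.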

*D. gobiensis* possesses two of the three types of known Mn^2+^ transporters: one from the natural resistance-associated macrophage family and one from the ATP dependent ABC-type transporter family. Interestingly, we observed that *D. gobiensis* (the Mn/Fe ratio of 1.60±0.02) accumulated 1.1 times more Mn and 2.4 times less Fe than *D. radiodurans* R1 (Mn/Fe ratio of 0.60±0.04). Previous studies of stress response systems in *D. radiodurans* demonstrated that the dose-response relationship for desiccation killing in bacteria isolated from desert environments parallels the levels of protein oxidation and the Mn/Fe ratios [37]. A first line of defence against ionizing radiation might be the accumulation of manganese complexes, which can prevent the production of iron-dependent reactive oxygen species [38]. More recently, the quantitative measurement of proteome oxidation (i.e., protein carbonylation) in *D. radiodurans* exposed to ionizing radiation or UVC light has revealed a consistent correlation with cell killing [39]. A comprehensive outlook on *D. radiodurans* strategies of combating oxidative stress suggests that the level of protein damage together with the cellular ROS-scavenging capacity determine the radiation survival of bacteria [12]. Thus, it is likely that in *D. gobiensis*, accumulation of high level of Mn may contribute to the enhanced tolerance to ionizing radiation or UV light.

## Discussion

The surface sands of the desert are exposed to intense solar radiation, cycles of extreme temperatures, and desiccation. Such extreme conditions cause stress-induced damage to DNA and proteins, which is lethal to most organisms. Therefore, desert-dwelling bacteria protect DNA and proteins from damage and/or repair them efficiently. Two striking results of this work came from comparison of *D. gobiensis* with three other sequenced *Deinococcus* species isolated from canned meat, hot springs and the Sahara desert, respectively. Despite their phylogenetic differences, the two desert strains, *D. gobiensis* I-0 and *D. deserti* VCD115, have a large repertoire of similar genes. The two desert strains contain surprisingly large numbers of probably horizontally acquired genes and diverse mobile elements. Many genes shared by the two desert strains are associated with putative mobile elements that aided the parallel evolution of the two desert species. However, *D. gobiensis* and *D. deserti* were isolated from very different deserts: the cold Gobi, and the hot Sahara. Comparative analyses of the two desert strains revealed two distinct gene sets: a core of shared orthologous genes and, species-specific genes. Interestingly, *D. gobiensis* contains 1,541 genes that are missing from *D. deserti*, including genes for a glucose-6-phosphate dehydrogenase, two transketolases, four catalases, two superoxide dismutases, an alkyl hydroperoxide reductase, and a putative glutathione-S-transferase, which are probably involved in adaptation to a cold desert environment. 

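The photolyase gene *phrB* (DGo_CA0607) was 3.16-fold higher after UV, whereas the spore photoproduct lyase gene *splB* (DGo_PA0134) had a log2 fold of -1.32 and *phrA* (DGo_CA1802) was 1.44-fold lower in the authors' deposited table. DGo_PB0391, also listed as a photolyase, was 1.33-fold lower in the authors' deposited table. Of 6 genes for direct reversal of damage, 1 was at least 2-fold higher and 2 were lower, and the other lower gene was *dcd*, for a dCTP deaminase, at 3.74-fold in the authors' deposited table. Their median log2 fold of -0.63 lay at percentile 11.7 of random lists.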

Notably, in *D. gobiensis*, *phrB* and *recB* were induced immediately after UV irradiation, whereas the other *Deinococcus* strains lacked the *phrB* and *recB* genes. This seemed advantageous for *D. gobiensis* to make use of the repair systems associated with *phrB* and *recB*, since *phrB* encodes a photolyase that breaks pyrimidine dimers typically caused by UV exposure [40] and *recBCD* encodes a multifunctional enzyme involved in DNA degradation [32].

Depletion of the stratospheric ozone layer causes increases in UV radiation at the Earth's surface, and the molecular basis of extremely UV radiation-resistant phenotypes is one the intriguing problems of modern biology. The success of *D. gobiensis* in the cold Gobi desert is probably due to its specialized metabolism, complex regulatory mechanisms, and robust repair systems. Indeed, *D. gobiensis* was isolated from the upper sand layers of a cold desert where bacteria are frequently exposed to long-lasting solar UV irradiation, necessitating a specific regulatory response that precedes the cellular recovery after UV irradiation damage. Several studies on UV radiation resistance have been conducted on exponential phase cells recovering from ionizing and UV radiation. In one such study, transcriptome dynamics of *D. radiodurans* recovering from ionizing radiation indicated that the maximum response for most functional gene groups occurred concurrently at approximately three hours post-exposure [11]. UV radiation induces both upregulation of the *nos* gene and cellular nitric oxide (NO) production in *D. radiodurans*, and subsequently NO upregulates *obgE*, a gene for an essential GTPase involved in the regulation of many growth-related processes [18]. These studies have provided important information about cellular recovery after UV irradiation. However, more studies of the transcriptome response immediately after UV irradiation are needed to establish a detailed understanding of the regulatory networks underlying the extreme resistance of deinococci. In the present study, we showed that the expression of most of the previously characterized genes, including *nos* and *obgE*, was not induced immediately after UV irradiation. 

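The nitric oxide synthase gene *nos* (DGo_CA2502) was 3.58-fold lower after UV in the authors' deposited table. The gene *obgE* was not analysed here, since the tables give no locus tag for it. Of 106 stress response genes in Table S7, 5 were at least 2-fold higher, 10 were lower and 91 (85.8%) were neither. The general stress gene *ytxJ* was 3.34-fold higher and *osmC* (DGo_CA1241) 2.15-fold higher, while the glutaredoxin gene *nrdH* was 4.63-fold and *hit* (DGo_CA0393), for a histidine triad protein, 2.34-fold lower in the authors' deposited table. Of 42 genes of general and heat stress, 2 were higher and 2 lower, and of 35 genes of oxidative stress, 2 were higher and 5 lower. The catalase gene *katA* and the superoxide dismutase gene *sodA* were 1.19- and 1.09-fold higher in the authors' deposited table. Over the 106 genes the median log2 fold was 0.03, at percentile 98.5 of random lists. Dividing by the median ratio gave 9 higher and 8 lower of the 106, and 5 higher and 2 lower of the general and heat stress genes.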

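Each of 12 regulation genes that the paper lists in Table 2 was at least 2-fold higher after UV. In the authors' deposited table the catabolite control gene *ccpA* was 3.40-fold, *trpR* 3.36-fold, the phosphate regulon gene *phoR* 2.73-fold, *gidA* 2.44-fold and *carD* 2.24-fold higher. The smallest increases were 2.06-fold for *deoR*, 2.03-fold for *sig4* and 2.01-fold for *citB* in the authors' deposited table. The lipoprotein signal peptidase gene *lspA* (DGo_CA2808) had the largest increase of the 12, whereas *luxS* (DGo_CA2807) beside it was 4.98-fold lower in the authors' deposited table. A putative serine/threonine protein kinase gene (DGo_CA0228) was 4.10-fold higher in the authors' deposited table; it and *luxS* were chosen after their values were seen. For the 12 genes the median log2 fold was 1.23, and since the paper selected them on these libraries, this is not independent evidence.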

Notably, the 30 regulatory genes induced immediately after UV irradiation included well-known regulators, such as two transcriptional activators (CarD and PhoR), a glucose-inhibited division protein A (GidA), a cognate response regulator (CitB) and a tryptophan repressor (TrpR), and also two uncharacterized protein kinases and 12 ncRNAs. The *carD* gene encodes an essential regulator of rRNA transcription necessary for the mycobacterial stringent response to oxidative stress, DNA damage, and nutrient limitation [41]. PhoR activates genes of the *E. coli* phosphate regulon in response to phosphate deprivation [42]. The *gidA* gene encodes the glucose-inhibited cell division protein A that controls the posttranscriptional regulation of quorum-sensing genes via RhlR-dependent and RhlR-independent pathways in *Pseudomonas aeruginosa* [43]. These proteins are likely key players in the global transcriptional response immediately following UV irradiation, preceding the cellular recovery of UV irradiation damage (Table 2).

**Table 2:** The *D. gobiensis* genes implicated in the immediate global transcriptional response to UV irradiation.

Locus_tag	Gene	Product description	Fold Change**
**Regulation**			
DGo_CA0550	*carD*	Transcriptional regulator, CarD family	2.2
DGo_CA0552	*ccpA*	Catabolite control protein A	3.4
DGo_CA0357	*citB*	Cognate response regulator	2.0
DGo_CA1040	*ddrI*	Transcriptional regulator, Crp/Fnr family	3.5
DGo_CA0719	*deoR* *	DeoR-family transcriptional regulator	2.1
DGo_CA2738	*fliY*	ABC-type amino acid transport/signal transduction system, periplasmic component	2.2
DGo_CA2290	*gidA*	Glucose-inhibited division protein A	2.4
DGo_CA2808	*lspA*	Lipoprotein signal peptidase	4.9
DGo_PC0175	*phoR*	Sensor protein, transcriptional activators	2.7
DGo_CA0725	*sig4*	RNA polymerase sigma factor	2.0
DGo_CA0977	*str*	Streptomycin 3′-kinase	2.1
DGo_PB0002	*trpR* *	Tryptophan repressor, LysR family transcriptional regulator	3.4
**DNA repair**			
DGo_CA2046	*ddrA*	Double-strand break repair protein	1.9
DGo_CA0350	*ddrB*	Single-stranded DNA binding protein	2.2
DGo_CA0002	*dnaN*	DNA polymerase III, beta subunit	2.4
DGo_CA1041	*gyrA*	putative DNA topoisomerase subunit A	2.0
DGo_CA0873	*gyrB*	putative DNA topoisomerase subunit B	2.0
DGo_PC0001	*lexA*	Repressor LexA	1.9
DGo_CA0607	*phrB* *	Deoxyribodipyrimidine photo-lyase type II	3.2
DGo_PC0151	*polB*	DNA polymerase II	2.0
DGo_PC0098	*recB* *	Predicted nuclease, RecB family	3.0
DGo_CA0376	*yqgF*	Putative Holliday junction resolvase	2.7
**Other functions**			
DGo_CA0071	*ddrC*	Uncharacterized DNA damage response protein	2.1
DGo_CA0988	*ddrE*	Putative zinc metal lopeptidase	1.9
DGo_CA2239	*ddrP*	Uncharacterized DNA damage response protein	1.9

* Genes that are identified in D. gobiensis but not in other published Deinococcus species.

** Change values are means of values obtained from two independent experiments.

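Of the 25 genes of Table 2, 19 were at least 2-fold higher after UV and 6 were higher by less than 2-fold. Among those for repair, *yqgF*, for a putative Holliday junction resolvase, was 2.67-fold, the sliding clamp gene *dnaN* 2.36-fold and the gyrase subunit gene *gyrB* 2.04-fold higher in the authors' deposited table. The other gyrase subunit gene *gyrA* was 1.98-fold higher in the authors' deposited table. Of the 10 genes that Table 2 places under repair, 6 passed 2-fold, and their median log2 fold was 1.07. All 25 were selected by the paper on these libraries, so these counts are not independent evidence. Each of the 10 repair genes passed 2-fold after division by the median ratio. For 25 of 25 genes the paper's fold in Table 2 lay within 0.055 of the fold in the authors' deposited table, which compares 1 library per condition.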

Various DNA repair and stress response-related genes previously identified and many new gene products of potential interest for biotechnological applications were also found in *D. gobiensis* (Table S7). For example, the *D. gobiensis* genome encodes a *Deinococcus*-specific global regulator (DGo_CA2805) that is similar to IrrE, a global regulator from the extremely radiation-resistant *D. radiodurans* that confers enhanced salt tolerance in both *E. coli* and in the plant *Brassica napus* [44]. *D. gobiensis* contains two similar cold shock proteins (DGo_CA1136 and DGo_PA0041), with 65–70% identity to CspA from *E. coli* and CspB from *B. subtilis* that confer abiotic stress tolerance in transgenic plants and improved grain yield in maize under water-limited conditions [45]. Furthermore, approximately 47% of the *D. gobiensis* genes encode proteins of unknown function. 

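Hypothetical proteins made up 192 of the 377 CDSs at least 2-fold higher after UV (50.9%) and 310 of the 724 lower (42.8%). These counts rest on the product name in Table S4, which is a different class from the paper's proteins of unknown function. The paper gives a lower share of all CDSs as hypothetical proteins, and whether its class is the same was not checked. The largest increases with a number were 25.6-fold for DGo_PB0445, 22.5-fold for DGo_CA0814 and 20.4-fold for DGo_CA2675 in the authors' deposited table. Next came DGo_PB0147 and DGo_PB0313 on plasmid P2, both at 14.3-fold in the authors' deposited table. The largest falls with a number were 124.8-fold for DGo_CA0923 and 53.4-fold for DGo_PD0013, both hypothetical proteins, in the authors' deposited table. The 8 CDSs with an entry of -1 have no number here. No floor on expression could be set for these genes, since the levels were not used.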

We identified a subset of previously uncharacterized genes induced immediately following UV irradiation, suggesting that the organism's extreme resistance phenotype may be attributable to still unknown genes and pathways. It would be intriguing to investigate which of their products are required for the extreme resistance phenotype. To our knowledge, this is the first report of a transcriptome analysis immediately following UV irradiation. Taken together, our results highlight the exceptional ability of *D. gobiensis* to withstand environmental extremes. These findings may have significant potential for biotechnological and agricultural applications. Further investigations will reveal commonalities in the genetic basis of the UV response and provide insight into the molecular mechanisms underlying the extreme resistance phenotype of the genus *Deinococcus*.

## Materials and Methods

### Bacteria and growth conditions

Cells of *Deinococcus gobiensis* I-0 ( = DSM 21396) were grown in TGY broth (1.0% peptone, 0.5% yeast extract, 0.1% glucose) at 30°C. For genome sequencing, cells were harvested at the early stationary phase (5–10×10^8^ colony-forming units (CFUs) ml^−1^). For irradiation, cells were harvested at the late-log phase (≈2×10^8^ CFUs ml^−1^) and then washed twice with equal volumes of potassium phosphate buffer (100 mM, pH 7.0) as described previously [19]. UV light (254 nm, 200 µW cm^−2^) was used to irradiate a 20 ml suspension for 5 min in a 9 cm plate with stirring. As a control, an additional non-irradiated suspension was incubated for the same duration. After treatment, cells were harvested by centrifugation at 8,000 rpm for 3 min.

To test the concentrations of Mn and Fe, cells of strains I-0 and R1 were collected from late-log phase TGY cultures and dried by low-temperature vacuum drying. Measurement was performed at the Micro Structure Analytical Lab (Beijing) using Wavelength Dispersive X-Ray Fluorescence (WDXRF).

To test the utilization of aromatic substrates, cells from the TGY 48 h culture were washed twice and subsequently inoculated into Mineral Salt medium (benzoic acid 2 mmol/L, NaNO_3_ 0.5 g/L, K_2_HPO_4_ 0.65 g/L, KH_2_PO_4_ 0.17 g/L, MgSO_4_ 0.10 g/L) at a dilution of 1∶100.

### Genomic DNA extraction and whole-genome shotgun sequencing

Total DNA was isolated from *D. gobiensis* I-0 ( = DSM 21396) according to a published method described for bacteria [46]. Genome sequencing was performed at Tianjin Research Center for Functional Genomics and Biochip (Tianjin, China) using the Sanger/pyrosequencing strategy described previously [47]. The Roche 454 FLX gene sequencer (454 Life Sciences, Branford, CT) was used to generate 329,480 reads that were assembled into 287 contigs using the Newbler assembler. Artificial 1 kb reads representing the Roche/454 assembly were generated using mktrace in the Consed package (www.phrap.org/) and assembled with 11,444 ABI3730 reads (3.2 kb library) using PhredPhrap (www.phrap.org/). Possible misassemblies were corrected according to the mate-pair relationships of ABI3730 reads; gaps between contigs were closed by editing in Consed, custom primer walks, or PCR amplification.

### Genome annotation and analysis

Glimmer3 was initially used to identify putative CoDing Sequences (CDS), and tRNAs were predicted using tRNAscan-SE, and Artemis [48] was used to collate data and facilitate annotation. Function predictions were based on BLASTp similarity searches (E-value <10^−5^) in the non-redundant GenBank protein database (www.ncbi.nlm.nih.gov/protein), the SwissProt protein database (http://www.ebi.ac.uk/swissprot/), the clusters of orthologous groups (COG) database (www.ncbi.nlm.nih.gov/COG) and KEGG database (www.genome.ad.jp/kegg).

Pairwise genome comparisons of *D. gobiensis* with three other *Deinococcus* species were made using nucmer in Mummer 3 [49]. The minimum length of a cluster of matches, break length and maximum gap distance were set to 30 bp, 3 kb and 3 kb, respectively.

To analyze the taxonomic affiliations of *D. gobiensis* proteins, the BLAST hits with at least 95% of the highest score (E-value <10^−4^) to the RefSeq database (www.ncbi.nlm.nih.gov/RefSeq) were collected for each of the *D. gobiensis* proteins. For each query, if the taxonomic affiliations of all hits at the phylum level were the same, the query was considered affiliated with this taxon; otherwise, the taxon affiliation of the query was considered unresolved. For each of the genes belonging to the phylum Deinococcus-Thermus, the query was further assigned to the order Deinococcales or Thermales according to the taxonomic affiliation of the best hit.

*D. gobiensis* and another eight publicly available Deinococcus-Thermus genomes from NCBI databases were used in the comparisons. To ensure consistency, the annotations of all genomes were verified based on the similarity with proteins in *D. gobiensis* using tBLASTn [50], [51]. The sets of orthologous protein-coding genes were defined as mutual fully transitive reciprocal BLASTp [52] hits (E-value <10^−4^) [53]. The amino acid (for the whole phylum) and nucleic acid sequence (within the order Deinococcales)of each orthologous group was aligned using the CLUSTALW program version 2.0 [54]. For each data set, the phylogenetic relationship was estimated and tested in one thousand bootstrap samples using TREE-PUZZLE version 5.3 (general time reversible (GTR) +Γ4+I model of evolution with a BIONJ starting tree) [55]. The bi-partitions with at least 70% supports in the bootstrap test for each data set were recorded as “0/1” status and used to reconstruct the consensus sequence. The phylogenetic relationship of the consensus sequence was built using SplitsTREE 4 with the BioNJ model [56].

### Isolation and enrichment of mRNA, RNA processing and transcriptome sequencing

Bacterial cells were collected and ground into a fine powder in liquid nitrogen. Total RNA was isolated using Trizol reagent (Invitrogen), subsequently purified using RNeasy MinElute Cleanup Kit (Qiagen) and eluted in RNase-free water. Bacterial ribosomal RNAs were removed via a mixed treatment using the MICROB Express kit (Ambion) and the mRNA-ONLY Prokaryotic mRNA isolation Kit (Epeicentre® Biotech.) according to the manufacturer's instructions. Heating at 94°C fragmented the mRNA. First strand cDNA was synthesized with random hexamer primers, and second strand cDNA was synthesized with DNA polymerase. Double strand cDNA was end-repaired, a single adenosine was added, and the Illumina adapters were ligated. Gel-electrophoresis was used to select DNA fragments between 200–250 bp. Libraries were amplified by PCR using Phusion polymerase. Sequencing libraries were denatured with sodium hydroxide and diluted in hybridization buffer for loading onto a single lane of an Illumina GA flow cell. Cluster formation, primer hybridization and pair-end, 101×2 cycle, sequencing were performed using proprietary reagents according to the manufacturers' recommended protocols (https://icom.illumina.com/).

### Transcriptomics analysis and qRT-PCR verification

High-throughput cDNA sequencing was performed using the Firecrest, Bustard and GERALD programs [24]. The low quality bases (Q<5) at the ends of the reads were trimmed. The reads that were longer than 20 bps were kept and aligned to the *D. gobiensis* genome using Burrows-Wheeler Aligner (BWA) [57]. The reads that were mapped into the rRNA regions were not included in further analysis. A transcript coverage map was calculated based on the alignment of whole transcript reads. For each of the genes, the 5′-end of the translation regions were defined as positions supported by at least 5 reads summarized in both of the samples.

To identify the non-coding RNA, the continuous regions (≥30 bp) with an average sequencing depth of ≥15 times/bp in the intergenic regions were extracted and compared against GenBank using blastx and blastn. Those regions that lacked similarities to known protein coding genes or were similar to known ncRNAs were classified as possible non-coding RNAs.

To compare the different samples, the fragments per kb of CDS per million mapped reads (FPKM) value were used to normalize the data and represent the overall gene expression. The differently expressed genes between the two samples were selected according to their significance in Chi-square tests (p = 0.05, with Bonferroni correction) and at least 2-fold differences.

One hundred micrograms of total RNA was then synthesized into cDNA using ProtoScript® M-MuLV First Strand cDNA Synthesis Kit (NEB). The primers were designed by Perlprimer v1.1.19 [58]. The expression levels of the selected genes were determined using the 7500 Real-Time PCR System (Applied Biosystems) according to SYBR® Premix ExTaq™ Kit's manual (Takara) using 20 microliter system.

## Supporting Information

Figure S1 Unrooted neighbor-joining phylogenetic tree deduced from the orthologous proteins that occur in all 14 sequenced strains from the phylum Deinococcus-Thermus. *D. gobiensis* and *D. radiodurans* are most closely related. Numbers indicate bootstrap values below 100.
(TIF)

Figure S2 Synteny plots comparing *D. gobiensis* I-0 and the other three *Deinococcus* genomes. The dot plots represent nucmer alignments generated by MUMMER 3 of *D. gobiensis* on the x-axis and three other *Deinococcus* species on the y-axis. Forward matches are shown in red, and reverse matches are shown in blue. *dnaA* isat the bottom left of each plot. The red marks on the horizontal line representing the *D. gobiensis* genome indicate genomic islands.
(TIF)

Table S1 General features of the genomes of Deinococcales species.
(DOC)

Table S2 The qRT-PCR verification.
(XLS)

Table S3 Transcriptional start sites (TSS). First column presents the TSS location; the TSS and its strand are listed in the next two columns.
(DOC)

Table S4 Functional description of 1144 genes induced or repressed after UV-irradiation.
(DOC)

Table S5 Deinococcales-specific genes.
(XLS)

Table S6 Genomic islands in *D. gobiensis*.
(DOC)

Table S7 DNA repair genes (A), stress response-related genes (B) and additional enzymes of possible biotechnological interest genes (C) identified in sequenced deinococci.
(DOC)

# Supplementary material for: Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium Deinococcus gobiensis: Insights into the Extreme Environmental Adaptations
**Source:** PLoS One. 2012 Mar 28;7(3):e34458. doi: 10.1371/journal.pone.0034458
**Supplement:** Table S1 — General features of the genomes of Deinococcales species.

Table S1 General features of the genomes of Deinococcales species

|  | *D. gobiensis* I-0T | *D. radiodurans* R1T | *D. deserti* VCD 115T | *D. geothermalis* DSM11300T | *D. proteolyticus* MRP | *D. maricopensis* LB-34T | *Truepera radiovictrix* RQ-24T |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Chromosome(s) | 1 | 2 | 1 | 1 | 1 | 1 | 1 |
| Plasmids | 6 | 2 | 3 | 2 | 4 | 0 | 0 |
| Size(bp) | 4,406,036 | 3,284,156 | 3,855,329 | 3,247,018 | 2,886,836 | 3,498,530 | 3,260,398 |
| GC content (%) | 69.15 | 66.6 | 62.96 | 66.47 | 65.65 | 69.83 | 68.14 |
| Coding Density (%) | 85.4 | 90.9 | 84.31 | 89.97 | (ND) | 89.38 | 87.79 |
| Protein-Coding genes | 4340 | 3187 | 3455 | 3062 | 2656 | 3,301 | 2994 |
| (Average length, nt) | (863) | (937) | (ND) | (954) | (ND) | (ND) | (ND) |
| Pseudo genes | 19 | ND | ND | ND | 83 | 37 | 49 |
| tRNAs | 46 | 49 | 48 | 48 | 47 | 54 | 46 |
| 5S rRNAs | 5 | 3 | 4 | 4 | 3 | 4 | 2 |
| 16S rRNAs | 5 | 3 | 4 | 4 | 3 | 4 | 2 |
| 23S rRNAs | 5 | 3 | 4 | 4 | 3 | 4 | 2 |
| non-coding RNAs | 45 | ND | 5 | ND | 2 | ND | ND |

# Supplementary material for: Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium Deinococcus gobiensis: Insights into the Extreme Environmental Adaptations
**Source:** PLoS One. 2012 Mar 28;7(3):e34458. doi: 10.1371/journal.pone.0034458
**Supplement:** Table S3 — Transcriptional start sites (TSS). First column presents the TSS location; the TSS and its strand are listed in the next two columns.

**Table S3. Transcriptional start sites (TSS).**

First column presents the TSS location; the TSS and its strand are listed in the next two columns.

# Supplementary material for: Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium Deinococcus gobiensis: Insights into the Extreme Environmental Adaptations
**Source:** PLoS One. 2012 Mar 28;7(3):e34458. doi: 10.1371/journal.pone.0034458
**Supplement:** Table S4 — Functional description of 1144 genes induced or repressed after UV-irradiation.

**Table S4** Functional description of 1144 genes induced or repressed after UV-irradiation

# Supplementary material for: Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium Deinococcus gobiensis: Insights into the Extreme Environmental Adaptations
**Source:** PLoS One. 2012 Mar 28;7(3):e34458. doi: 10.1371/journal.pone.0034458
**Supplement:** Table S6 — Genomic islands in D. gobiensis.

**Table S6. Genomic islands in *D. gobiensis***

| **Islands** | **Start** | **Ends** | **G+C** |
| --- | --- | --- | --- |
| GI01 | DGo_CA0924 | DGo_CA0942 | 74.7% |
| GI02 | DGo_CA1052 | DGo_CA1071 | 74.2% |
| GI03 | DGo_CA1339 | DGo_CA1346 | 69.3% |
| GI04 | DGo_CA1416 | DGo_CA1422 | 72.5% |
| GI05 | DGo_CA1495 | DGo_CA1513 | 71.5% |
| GI06 | DGo_CA1551 | DGo_CA1557 | 71.0% |
| GI07 | DGo_CA1582 | DGo_CA1593 | 72.3% |
| GI08 | DGo_CA1792 | DGo_CA1807 | 72.2% |
| GI09 | DGo_CA1874 | DGo_CA1918 | 66.0% |
| GI10 | DGo_CA1943 | DGo_CA2005 | 65.3% |
| GI11 | DGo_CA2018 | DGo_CA2023 | 73.7% |
| GI12 | DGo_CA2286 | DGo_CA2295 | 74.5% |
| GI13 | DGo_CA2573 | DGo_CA2595 | 65.7% |
| GI14 | DGo_CA2706 | DGo_CA2730 | 71.7% |
| GI15 | DGo_CA2748 | DGo_CA2789 | 68.5% |
| GI16 | DGo_CA2865 | DGo_CA2878 | 68.6% |
| GI17 | DGo_CA2930 | DGo_CA2941 | 67.7% |
| GI18 | DGo_CA0140 | DGo_CA0160 | 72.3% |
| GI19 | DGo_CA0232 | DGo_CA0240 | 63.0% |
| GI20 | DGo_CA0367 | DGo_CA0384 | 68.8% |
| GI21 | DGo_CA0477 | DGo_CA0500 | 70.0% |
| GI22 | DGo_CA0658 | DGo_CA0770 | 69.9% |
| GI23 | DGo_PA0240 | DGo_PA0259 | 48.7% |

# Supplementary material for: Genome Sequence and Transcriptome Analysis of the Radioresistant Bacterium Deinococcus gobiensis: Insights into the Extreme Environmental Adaptations
**Source:** PLoS One. 2012 Mar 28;7(3):e34458. doi: 10.1371/journal.pone.0034458
**Supplement:** Table S7 — DNA repair genes (A), stress response-related genes (B) and additional enzymes of possible biotechnological interest genes (C) identified in sequenced deinococci.

**Table S7 DNA repair genes (A), stress response-related genes (B) and additional enzymes of possible biotechnological interest genes (C) in four deinococci**

**A. DNA repair genes in four deinococci**

**B. Stress response-related genes in four deinococci.**

**Table S6C. Additional enzymes of possible biotechnological interest**

How the deposited data were processed for this re-analysis (not part of the article)

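RNA from 1 UV-irradiated and 1 non-irradiated suspension of *D. gobiensis* I-0 was compared. The authors depleted rRNA, sequenced paired-end reads of 101 bases, trimmed ends with a quality under 5, kept reads over 20 bp, aligned with BWA (version not given in the sources used here), left out rRNA reads and computed FPKM per gene. From these the authors made the deposited score used here, a signed fold of UV over control in which x stands for x-fold higher and -x for x-fold lower. The submitters' processing notes also name BWA.

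The table holds 2 columns of per-sample values whose names match no sample label, and these were not used. The plan was written for FPKM or read counts per library. Since only the fold could be used, no pseudocount, filter on low values, matching on expression, detection threshold, share of the mRNA or test on reads was applied, and the paper's chi-square test was not repeated. The depth of each library is unknown from the fold, so no counting interval is given.

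A gene was called higher at a fold of at least 2 or an entry above 100, and lower at a fold of at most -2. Folds were converted to signed log2 values. Entries of exactly -1, in 10 genes that Table S4 lists as lower by over 100-fold, and the 15 missing entries were left out of log2 values. Of the 1144 genes of Table S4, 1134 were at least 2-fold changed in the authors' deposited folds and 10 had an entry of -1, and its 1131 numeric folds lay within 0.06 of the deposited ones. The 180 log2 folds read from Table S7 lay within 0.011 of those computed here. Table S4 holds each gene with a deposited change of at least 2-fold.

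The rule for named genes, fixed in the plan, took those with locus tags in Table 2 and Table S2 and those the paper names for their expression, the 10 CDSs with the largest and the 10 with the smallest ratio, the 3 ncRNAs with the largest and the 3 with the smallest, members of the Table S7 lists that were at least 2-fold changed, up to 4 examples of each list by size, and the CDSs with the largest share of each library, which could not be taken. The planned floor at the median expression was not applied to these genes. Fold values of Tables 2, S2, S4, S5 and S7 had been seen when the rule was written. Island members, neighbours of named genes, the arsenic genes, list members under 2-fold given for context and other genes from Table S4 were added after their values were seen.

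The percentile of a list's median is its place among 10000 random lists of the same number of CDSs, not matched on expression. That of an island is its place among 10000 windows of neighbouring genes of the same replicon, which overlap and can include the island itself. Medians of lists with 6 or more members have a 95% interval from order statistics, and shorter lists have their range. Values of adjacent CDSs were set against 10000 shuffled gene orders, and the difference between plasmids and chromosome and the split of calls were given intervals from 1000 resamples of blocks of 20 genes. The same code was tested on simulated folds of 4315 genes, 200 of them changed by 5.66-fold. After division by the median ratio it called 100.0% of the raised and 98.0% of the lowered genes. The simulated change lay far above the threshold, so this checks the code only. The share of unchanged genes called was not measured.

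Alternatives were division by the median ratio and a threshold of 3-fold. Counting the entries of -1 as lower was added after seeing the data. Gene names came from the paper's tables, and no genome or annotation was used. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.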

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

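The alternatives that could be run were division by the median ratio and a threshold of 3-fold, and counting the entries of -1 as lower was chosen after seeing the data. At a threshold of 3-fold, 168 genes were higher and 301 lower, because fewer genes pass it. After division by the median ratio, the median log2 fold of the DNA helicases was 0.515, of glycogen synthesis 0.072, of the 3 other functions of Table 2 1.153, of *sigK* and *oxyR* (DGo_CA0539) -0.955, of the stress response genes 0.223 and of the *ddr* genes 1.138; the division adds the same amount to every gene. It left 3 sensor kinases lower and gave 7 higher genes in GI10, against 4 without it. The medians of the other 30 of 36 lists stayed inside their interval or range. Counted over all 36 lists, 6 medians changed sign, of which only that of glycogen synthesis is among those above. Since every log2 fold moves up by 0.20, the division can neither end a higher call nor turn a call around; it ended 205 of the 744 lower calls, and of 443 named genes 37 changed their 2-fold class. With the entries of -1 counted as lower, 754 genes were lower.

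Scaling by TMM, the pseudocounts, the filters on low values, the tests on reads, the thresholds for detection in the control and the shares of abundant genes were not run, because they need values per library, which were not used. Since values per library were not used here, weakly expressed genes are not told apart from others. No paired analysis was possible because each condition has 1 library.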

Differences from the paper's values

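For 18 loci of Table S5 the paper's fold and the fold in the authors' deposited table have opposite signs and nearly the same size, while 17 loci have the same value within 0.011. The 9 loci that are higher in the authors' deposited table have the paper's value and the deposited value, in this order, of -1.23 and 1.23 for DGo_CA0320, -1.56 and 1.56 for *msrB*, -3.54 and 3.54 for *trkG*, -6.69 and 6.68 for DGo_CA1360, -1.74 and 1.74 for DGo_CA2273, -1.48 and 1.48 for *pulA*, -3.93 and 3.93 for *folK*, -1.75 and 1.75 for DGo_CA2826 and -1.71 and 1.71 for *hbs*. The 9 loci that are lower in the authors' deposited table have the paper's value and the deposited value, in this order, of 1.54 and -1.54 for *crtI*, 1.44 and -1.44 for DGo_CA0880, 1.28 and -1.28 for DGo_CA0926, 1.42 and -1.42 for DGo_CA0930, 1.42 and -1.42 for DGo_CA1234, 1.98 and -1.98 for DGo_CA1422, 2.06 and -2.06 for DGo_CA2056, 1.95 and -1.95 for DGo_CA2310 and 1.53 and -1.53 for DGo_CA2462. With the signs of Table S5, 2 of the 37 loci would be at least 2-fold higher and 7 lower, against 4 and 5 by the authors' deposited table; the median log2 fold of the loci is -0.16 with either set of signs. Division by the median ratio, the alternative set before the data were examined that could be run on single genes, moves each log2 fold by 0.20, too little to change any of these signs, so it does not bear on them. Of these 18 loci, the paper's Table S4 gives 4 and its Table S7 gives 3, with *trkG* in both, and each of these values has the sign of the authors' deposited table; the other 12 loci are in neither. The paper's values for both *alkA* loci of Table S5 match the authors' deposited table on the log2 scale, at -2.43 and 0.56.

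The paper states that genes for vitamin B1 synthesis were strongly lower. Of the 11 genes its Table S7 lists for thiamine synthesis, 0 were at least 2-fold lower and 2 were higher, while *thiN* outside that list was lower, with a log2 fold of -1.20 in the authors' deposited table. The Discussion names fewer higher ncRNAs than the 13 found here and in the paper's Results. The paper describes *nuoAB* and *nuoC-N* as significantly lower. By product name, the genes at least 2-fold changed include only *nuoE* to *nuoN* of this enzyme, and the loci of *nuoA* to *nuoD* are not given. The paper names *ddrA*, *ddrE* and *ddrP* as significantly induced, and their log2 folds of 0.96, 0.96 and 0.93 in the authors' deposited table lie under 2-fold, as does the 0.99 of *gyrA* in Table 2; all 4 pass 2-fold after division by the median ratio, as do *lexA* and *polB*. A footnote of Table 2 describes its folds as means over independent experiments, and the authors' deposited table compares 1 library per condition.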

Other observations

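Genes of the drug efflux and beta-lactamase lists, which rest on product names, had changes in both directions. Of 17 drug efflux genes, 2 were at least 2-fold higher after UV, both drug/metabolite permeases on plasmid P1, DGo_PA0223 at 4.79-fold and DGo_PA0350 at 4.72-fold in the authors' deposited table, and 1 was lower; the list's median log2 fold was at percentile 25.8 of random lists. Of 18 beta-lactamase genes, 2 were higher and 2 lower, with DGo_CA1056 at 3.31-fold higher and *phnP* (DGo_CA1821) at 2.32-fold lower in the authors' deposited table, and the median at percentile 40.5. On plasmid P2, an arsenite pump gene (DGo_PB0052) was 3.23-fold and an arsenate reductase gene (DGo_PB0304) 2.59-fold lower, while on the chromosome an *arsR* gene (DGo_CA0073) was 3.13-fold and *arsC* (DGo_CA2817) 1.19-fold higher in the authors' deposited table; apart from *arsC* these were chosen after their values were seen. The folate synthesis gene *folB*, next to the higher *folK* and also chosen afterwards, was 10.8-fold lower in the authors' deposited table.

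Of 15 DNA helicase genes, 1 was higher and 2 were lower, among them *recQ4* (DGo_PC0263) at 2.35-fold lower in the authors' deposited table. The median log2 fold of the 15 genes, 0.32, lay at percentile 98.0, but 7 of them lay below the control and 8 above. The interval of this median from order statistics, -0.607 to 0.469, includes the median of all genes, -0.196. The percentile therefore does not show a shift of the helicases as a group. Of 7 topoisomerase genes 1 was higher, with the median at percentile 42.7, and of 14 osmotic stress genes 1 was higher and 2 were lower, with the median at percentile 52.7. None of 4 desiccation genes and 3 starvation genes passed 2-fold, with medians at percentiles 85.4 and 80.1, and of 8 other stress genes 1 was lower, with the median at percentile 73.4. Of genes with phage products in Table S4, 7 were higher and 5 lower, such as an integrase gene (DGo_PC0238) at 4.47-fold higher and *terL* (DGo_PB0473) at 4.03-fold lower in the authors' deposited table. In the chromosomal region Grey Heaven, 24 of 317 CDSs were higher and 36 lower, and 36 were higher and 25 lower after division by the median ratio. That division also left 1 lower helicase, 1 lower beta-lactamase, no lower drug efflux gene and no lower gene of other stress, and 2 helicases and 2 topoisomerases were then higher.

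More genes were lower than higher after UV. After division by the median ratio, lower genes made up 50.4% of those changed (95% interval 47.3 to 53.7). Centring on the median largely sets this share, whatever the cause, so it decides nothing. A shift of every fold by 1 factor in the authors' normalization and a true fall of most transcripts after UV cannot be told apart from the folds alone.

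Plasmid genes passed 2-fold more often than chromosomal genes, 32.8% against 21.9%, and their log2 folds had a variance of 1.35 against 0.80. The larger spread lies in P2 to P4 and P6, since P1 had an SD across genes of 0.887 and P5 of 0.664, against 0.893 on the chromosome. Counting noise that is independent from gene to gene would widen the folds without raising the covariance of adjacent CDSs. The covariance on the plasmids minus that on the chromosome was 0.0004 (95% interval -0.083 to 0.078), which could go with such noise, but real changes that are not shared by neighbours would give the same value. The explanations cannot be told apart, since the levels and the reads per gene were not used.

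The folds of adjacent CDSs were compared with chance orders of the genes, and the test on pairs with a change in the same direction was chosen only after the result was seen. Over 4283 pairs of adjacent CDSs the correlation of log2 folds across genes, which are not independent replicates, was 0.047. This lay inside the range of -0.059 to 0.054 from shuffled orders, but near its top. The range spans the extremes of 10000 orders, so lying inside it does not show that the folds are in chance order. Of adjacent pairs, 208 were at least 2-fold changed in the same direction, 163 of them both lower, above the highest of 10000 orders shuffled within replicons (205, with a mean of 161.3), which argues against chance order for these pairs. The excess was smaller in other settings, as 199 pairs without the *nuo* genes and 159 after division by the median ratio lay under the highest shuffled values of 206 and 170, though above the means of 158.8 and 133.1, and 2 and 63 of 10000 orders gave as many. Shared transcription of neighbouring genes may contribute, and no biological explanation was tested.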
